# Loss of Free Fatty Acid Receptor 2 leads to impaired islet mass and beta cell survival

**DOI:** 10.1038/srep28159

**Published:** 2016-06-21

**Authors:** Stephanie R. Villa, Medha Priyadarshini, Miles H. Fuller, Tanya Bhardwaj, Michael R. Brodsky, Anthony R. Angueira, Rockann E. Mosser, Bethany A. Carboneau, Sarah A. Tersey, Helena Mancebo, Annette Gilchrist, Raghavendra G. Mirmira, Maureen Gannon, Brian T. Layden

## Abstract

The regulation of pancreatic β cell mass is a critical factor to help maintain normoglycemia during insulin resistance. Nutrient-sensing G protein-coupled receptors (GPCR) contribute to aspects of β cell function, including regulation of β cell mass. Nutrients such as free fatty acids (FFAs) contribute to precise regulation of β cell mass by signaling through cognate GPCRs, and considerable evidence suggests that circulating FFAs promote β cell expansion by direct and indirect mechanisms. Free Fatty Acid Receptor 2 (FFA2) is a β cell-expressed GPCR that is activated by short chain fatty acids, particularly acetate. Recent studies of FFA2 suggest that it may act as a regulator of β cell function. Here, we set out to explore what role FFA2 may play in regulation of β cell mass. Interestingly, *Ffar2*^−/−^ mice exhibit diminished β cell mass at birth and throughout adulthood, and increased β cell death at adolescent time points, suggesting a role for FFA2 in establishment and maintenance of β cell mass. Additionally, activation of FFA2 with Gα_q/11_-biased agonists substantially increased β cell proliferation in *in vitro* and *ex vivo* proliferation assays. Collectively, these data suggest that FFA2 may be a novel therapeutic target to stimulate β cell growth and proliferation.

In response to states of chronic insulin resistance, pancreatic islets employ multiple compensatory responses in an attempt to maintain whole-body glucose homeostasis. These responses consist of enhanced insulin secretion as well as expansion of beta (β) cell mass^1^. When an individual is unable to sustain these compensatory mechanisms, due to a confluence of genetic, environmental, and/or lifestyle factors, progression to Type 2 diabetes (T2D) can occur. The specific contribution of β cell mass deficits versus impaired β cell function in the progression to *de facto* T2D remains a matter of some debate^2^. However, several lines of evidence suggest that initial β cell loss (possibly occurring as early as the pre-diabetic phase) places increased secretory burden on the surviving β cells, leading to chronic β cell stress and further impairments in β cell function as a result of β cell exhaustion^3^,^4^,^5^,^6^. Along these lines, impaired pre- or postnatal development of β cells is suggested to predispose some individuals to T2D when exposed to aggravating factors such as obesity and insulin resistance^2^. This possibility is illustrated by studies in which factors such as genetic polymorphisms and fetal malnutrition have been shown to impair β cell mass and result in increased diabetes risk later in life^7^,^8^,^9^,^10^.

Consistent with these reports, the nutritional status of an individual is thought to be an important regulator of β cell mass. Multiple nutrients such as glucose, amino acids, and free fatty acids contribute to maintain precise regulation of β cell mass^11^. For example, evidence suggests that circulating levels of glucose and free fatty acids (FFA) can promote β cell expansion, although this remains a matter of some debate^12^. Additionally, nutrient sensing via the gut may indirectly contribute to regulation of β cell mass by promoting GLP-1 secretion from intestinal L-cells, which in turn acts at the β cell to promote cell survival and proliferation. Many nutrients and nutrient-regulated factors exert their influence through G protein-coupled receptors (GPCRs), consistent with the well characterized ability of these receptors to regulate multiple aspects of β cell function and health, including glucose-stimulated insulin secretion (GSIS) and β cell survival and proliferation^13^. For example, chronic signaling through Gα_q/11_ and Gα_s_ by designer GPCRs enhanced β cell mass as a result of increased β cell proliferation and β cell hypertrophy^14^,^15^. In support of this observation, signaling via the Gα_s_-coupled GLP-1 receptor by the agonist Exendin-4 improves β cell function, potentiating GSIS and enhancing β cell replication and neogenesis^16^. Similarly, activation of Gα_q/11_-coupled receptors such as the M3 muscarinic and long chain free fatty acid receptor FFA1 potentiate GSIS and have been suggested to promote β cell survival and proliferation^13^,^17^,^18^. In contrast, activation of Gα_i/o_^19^,^20^ or Gα_z_^21^ pathways inhibits β cell function and proliferation.

In addition to FFA1, multiple other FFA-sensing GPCRs have been identified in the β cell, and have garnered considerable interest as potential targets for the treatment of T2D in recent years^22^,^23^. Recently, our group and others have reported that islet expression of the short chain fatty acid receptor FFA2 is dynamically regulated in association with multiple models of insulin resistance, including pregnancy and diet-induced and genetic models of obesity and diabetes^24^,^25^,^26^. The endogenous ligands of FFA2, short chain fatty acids, are derived primarily from fermentation of dietary fiber by gut flora^27^, positioning FFA2 as one possible link between the gut microbiome and its host. These observations have led us to explore and describe a role for FFA2 in affecting crucial aspects of β cell biology. These studies revealed that FFA2 signaling can either stimulate GSIS via the Gα_q/11_ pathway or inhibit GSIS via Gα_i/o_^28^. Specifically, we found that two different classes of previously described FFA2 agonists, small carboxylic acids and phenylacetamide derivatives, demonstrated a bias toward activating Gα_q/11_ or Gα_i/o_ pathways, respectively. Around the same time, two other groups published their findings, with McNelis *et al.* reporting dual coupling of FFA2 to Gα_i/o_ and Gα_q/11,_ with potentiation of GSIS mediated primarily by Gα_q/11_^29^. By contrast, Tang *et al.*, observed solely Gα_i/o_ signaling via FFA2, leading to inhibition of GSIS^30^. With respect to β cell mass, Tang *et al.*, and McNelis *et al.* also reported conflicting findings. Whereas Tang *et al.* reported no differences in islet morphology between WT and *Ffar2*^−/−^ mice^30^, McNelis *et al.* reported a defect in β cell mass expansion in response to insulin resistance as a result of *Ffar2* deletion^29^. Because of the importance of β cell mass in T2D pathogenesis, here we sought to clarify a potential role for FFA2 in regulating β cell mass and proliferation, and to determine how biased signaling of FFA2 through Gα_q/11_ or Gα_i/o_ may determine its effect on β cell mass.

## Results

### Genetic deletion of *Ffar2* impairs postnatal β cell mass

In T2D, the loss of functional β cell mass is an important factor in disease-development^31^. As GPCRs have been described to contribute to β cell mass through their role in mediating β cell properties such as proliferation and apoptosis^13^,^14^,^15^,^16^,^17^,^18^,^19^,^20^, we examined the effect of *Ffar2* deletion on β cell mass. Immunohistochemical (IHC) and morphometric analysis of normal chow (NC) fed *Ffar2*^−/−^ male mice at 26 weeks revealed significantly decreased insulin positive area (relative to total pancreatic area), smaller average β cell area per islet, and decreased β cell mass compared to age matched, WT controls (Fig. 1a). Notably, we have also observed this phenotype in a separate study of 10–12 week old *Ffar2*^−/−^ females^32^. To examine the influence of FFA2 in regulating adaptive β cell mass expansion in response to insulin resistance, we also assessed β cell mass in WT and *Ffar2*^−/−^ mice at 26 weeks, following 20 weeks of high fat diet (HFD). Although the overall trend toward diminished β cell mass persisted in HFD-fed *Ffar2*^−/−^ mice, β cell mass in *Ffar2*^−/−^ islets did increase in response to HFD, suggesting that mice with deletion of *Ffar2* retain some capacity for adaptive β cell mass expansion in response to HFD (Fig. 1a).

Given the diminished β cell mass in adult *Ffar2*^−/−^ mice under normal diet conditions, we next examined β cell mass at younger ages, specifically, immediately postnatal (P1) and at 21 days (P21), to determine when the β cell mass phenotype became apparent. Interestingly, we observed significant reductions in the β cell area of *Ffar2*^−/−^ mice at both ages, and marginally decreased β cell mass at P21, suggesting that impairments in β cell mass develop during the prenatal period in *Ffar2*^−/−^ mice (Fig. 1a). Despite these impairments, overall islet architecture and α to β cell ratio was unaffected at each age examined (Fig. 1b,c).

### *Ffar2^−/−^* islets demonstrate increased β cell death *in vivo*

To better understand the mechanism by which *Ffar2* contributes to β cell mass, we next assessed β cell proliferation, as this is a major factor regulating postnatal β cell mass, and is modulated in part by GPCR signaling^33^. Using Ki67 immunostaining to assess β cell proliferation at early-postnatal (P1), adolescent (P21), and adult (10 weeks and 26 weeks) ages, we observed dramatically increased β cell proliferation in *Ffar2*^−/−^ pancreata at P21 and a trend toward increased proliferation at 10 weeks, but found no differences in β cell proliferation between WT and *Ffar2*^−/−^ mice at P1 or 26 weeks on NC diet (Fig. 2a). Thus, these data do not suggest that impaired β cell proliferation is a primary mechanism leading to diminished β cell mass in *Ffar2*^−/−^ pancreata.

Given these findings, we suspected that diminished β cell mass may stem from increased rates of β cell death in *Ffar2*^−/−^ mice. Recent studies have reported that β cell death results in an increase in serum unmethylated preproinsulin DNA, the presence of which may serve as a reliable biomarker of β cell death^34^,^35^,^36^,^37^. We therefore analyzed the serum of WT and *Ffar2*^−/−^ mice at P21 and 10 weeks of age by multiplex PCR and found a significantly higher unmethylation index in *Ffar2*^−/−^ mice at both time points, indicating increased β cell death in *Ffar2*^−/−^ mice (Fig. 2b); these findings were further supported by observations of increased cleaved caspase 3 staining in *Ffar2*^−/−^ islets at P21 and 10 weeks (Fig. 2c). Taken together, these data suggest that *Ffar2* contributes to the prenatal establishment of β cell mass, and that deletion of *Ffar2* results in increased postnatal β cell death, suggesting a role for FFA2 in supporting β cell survival.

### Acetate does not promote FFA2 mediated β cell proliferation

As Gα_q/11_-coupled GPCRs are well known to mediate β cell proliferation^15^, we more directly examined whether FFA2 signaling can influence β cell proliferation using *ex vivo* studies with intact mouse islets from 10–12 week old WT and *Ffar2*^−/−^ mice. Here, we did not observe any significant differences in the rate of proliferation between WT and *Ffar2*^−/−^ β cells under untreated conditions, nor in response to the primary endogenous FFA2 ligand, acetate or the GLP-1 receptor agonist, exendin 4, which is known to potently enhance β cell proliferation (Fig. 3a). It is noteworthy, however, that treatment with prolactin, which is also known to stimulate β cell proliferation, did not significantly enhance proliferation in *Ffar2*^−/−^ β cells (Fig. 3a)^16^,^38^. This observation is especially important in light of our recent findings that adaptive β cell mass expansion during pregnancy is compromised in *Ffar2*^−/−^ female mice^32^, as this adaptive expansion is regulated in large part by prolactin receptor (PRLR) signaling^39^. Moreover, a gene expression analysis by our group revealed no difference in PRLR expression in WT and *Ffar2*^−/−^ islets or commonly associated downstream genes to the PRLR pathway (Supplementary Table 1); thus, the impaired proliferative response to prolactin does not appear to result from impaired gene expression in the PRLR pathway. However, these findings suggest that while there are no apparent differences in proliferation between WT and *Ffar2*^−/−^ β cells under basal conditions, *Ffar2*^−/−^ β cells may be impaired in their capacity to respond to some proliferative factors, and further investigation into the relationship between FFA2 and PRLR signaling is needed.

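RNA was sequenced from isolated islets of male WT mice and of male mice labelled Ffar2−/−, with 3 libraries per genotype and islets of 2 mice pooled for RNA extraction. The paper gives ages of 13 to 15 weeks, and the sample labels give 10 to 12 weeks. Ffar2, the targeted gene, lies on chromosome 7 of mm10 from 30818357 to 30823775 on the minus strand, and its coding sequence lies in 1 exon, from 30819124 to 30820113 in the GENCODE annotation. Its counts were 774, 559 and 550 in the WT libraries and 1750, 750 and 673 in the libraries labelled Ffar2−/−. As CPM, which are counts scaled to the library size by TMM, this is 29.2 ± 4.23 in WT and 54.0 ± 15.5 in the libraries labelled Ffar2−/− (SD, n = 3 each), with a log2 fold change of 0.89 (standard error 0.21, adjusted p = 0.852 from edgeR's quasi-likelihood test). The direction is opposite to that of a deleted gene, so the genotype is given here as labelled, and every direction rests on that label. The counts cover the whole gene and do not show which part of it was read. The paper's text reports no RNA or protein level of Ffar2 in these mice and names no reporter or cassette in the allele, but it reports that the FFA2 agonist CPCA raised proliferation in WT islets and not in Ffar2−/− islets (Fig. 3d), which runs with the genotype.
The authors aligned the reads with TopHat (v2.0.8b) and estimated expression with Cufflinks (v2.1.1). Their deposited counts per gene, rounded to whole numbers where needed, were tested here with edgeR. Total counts used were 19352339 to 21283444 per WT library (median 19927346) and 17067263 to 22792367 per library labelled Ffar2−/− (median 18604340). A set of 15 genes that the authors' caller skipped, among them Ins1, Ins2, Gcg, Iapp and Chga, is listed at 0 in 3 or 6 of the libraries and was left out, as were 158 gene names with values for several loci, which left 14082 genes after the filter on low counts. Acinar cells are exocrine cells of the pancreas that can remain with isolated islets. The 25 acinar genes tested took 4.69%, 5.63% and 1.46% of the counts in WT replicates 1 to 3 and 1.59%, 10.4% and 26.6% in replicates 1 to 3 labelled Ffar2−/−. Abundant acinar genes such as Amy2a5 and Ctrb1 are among the skipped genes, so these shares leave them out. The paper's text does not say whether the libraries of a genotype came from separate pools of mice, so p-values measure only the spread between these libraries. In simulated data with 200 changed genes, this design recovered 6.02% of 1.5-fold changes, 49.7% of 2-fold changes and 85.1% of 4-fold changes. Genes were drawn independently there, without the shared differences in acinar content of the real libraries, so recovery in the real data may differ.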

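Prlr, which encodes the prolactin receptor, was at 352 ± 106 CPM in WT islets and 319 ± 80.0 in islets labelled Ffar2−/− (SD, n = 3 each). Its log2 fold change was −0.14 (standard error 0.25, 95% interval −0.74 to 0.45, adjusted p = 0.930 from edgeR). Of the 12 genes of the pathway listed in Supplementary Table 1, 0 passed an adjusted p of 0.05 in edgeR, 0 when adjusted over the list alone, 0 had an unadjusted p under 0.05, and 0 passed in DESeq2 or limma-voom. Jak2, the kinase bound to the receptor, had a log2 fold change of 0.31 (standard error 0.33). Stat5a and Stat5b, the transcription factors that it activates, had log2 fold changes of 0.40 (standard error 0.27) and 0.31 (standard error 0.18), the lowest p of the list being that of Stat5b (adjusted p = 0.852). Ccnd1, which encodes cyclin D1 and is counted together with the microRNA gene Mir3962, had a log2 fold change of −0.14 (standard error 0.17), and Rb1 one of −0.08 (standard error 0.12). Among the E2F transcription factors of the cell cycle, values ran from −0.41 for E2f2 (standard error 0.28) to 0.10 for E2f4 (standard error 0.10) and E2f5 (standard error 0.13).
The 95% intervals of the 12 genes reached from −1.07 for E2f2 to 1.09 for Jak2 and that of Stat5a to 1.04, so a 2-fold change is not excluded for E2f2, Jak2 and Stat5a, while the intervals of the others lie within 2-fold, that of Prlr spanning 0.599 to 1.37 times the WT level. As a set, the 12 genes did not move in 1 direction against other genes (camera, p = 0.996, and p = 0.997 with an estimated correlation). Of the 12, 6 had a log2 fold change above 0 and 6 below, and rises and falls cancel in camera. With both directions allowed, the mixed p of fry was 0.605. With 1 library left out at a time, the signs of Prlr, Jak2, Ccnd1, E2f3, E2f6 and Rb1 turned for at least 1 of the libraries, that of Prlr to 0.13 without WT replicate 1, Stat5a and Stat5b had log2 fold changes of 0.039 and 0.13 without replicate 1 labelled Ffar2−/−, E2f2 ran from −0.67 to −0.17 and E2f1 from −0.31 to −0.080, and the signs of E2f4, E2f5 and E2f6 turned when libraries were scaled by total count alone.
A second list, fixed before the data were examined, holds genes that respond to prolactin or pregnancy in islets. Of its 19 genes tested, 0 passed in edgeR, 0 when adjusted over the list alone and 0 in DESeq2 or limma-voom, while 2 had an unadjusted p under 0.05. These were Cdkn2c, an inhibitor of the cell cycle, with a log2 fold change of −0.56 (standard error 0.18), and Socs3, a feedback inhibitor of JAK-STAT signaling, with 0.56 (standard error 0.23), each with an adjusted p of 0.852 from edgeR. The list as a whole did not move in 1 direction (camera, p = 0.797, and p = 0.794 with an estimated correlation). It holds genes that prolactin or pregnancy raises and genes that they lower, so camera cannot exclude a response in both directions. With both directions allowed, the mixed p of fry was 0.158. The paper's RNA-seq methods name no prolactin treatment of these islets, so these levels do not show how the genes respond to prolactin. From the absence of a difference in PRLR and its downstream genes, the paper concludes that the impaired proliferative response to prolactin does not appear to come from impaired expression of this pathway.

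**Figure D1:**
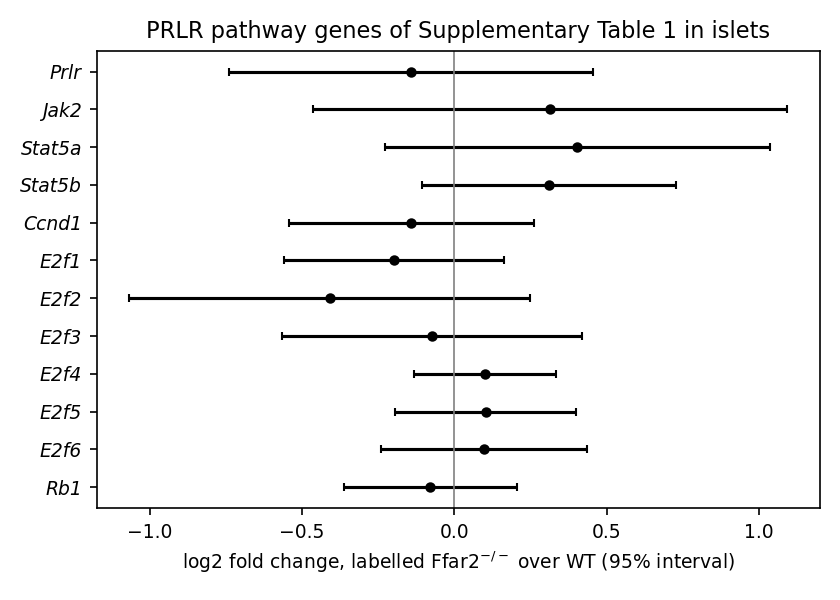
Log2 fold change (islets labelled Ffar2−/− over WT, 3 libraries each) of the 12 genes of Supplementary Table 1, with points for edgeR's estimates and bars for 95% intervals. Every interval includes 0, and the estimates run from −0.41 for E2f2 to 0.40 for Stat5a.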

### Gα_q/11_-biased agonism of FFA2 promotes β cell proliferation

As noted above, acetate did not appear to influence β cell proliferation. However, we have previously demonstrated that some FFA2-specific agonists demonstrate biased G-protein signaling at mouse FFA2 via either Gα_q/11_ or Gα_i/o_ pathways^28^. Because FFA2 couples to both Gα_q/11_ and Gα_i/o_, which have been described to either enhance or inhibit β cell proliferation^15^,^20^, respectively, we next explored the effect of biased Gα_q/11_ or Gα_i/o_ signaling via FFA2 on β cell proliferation. Assessing the effect of Gα_q/11_- and Gα_i/o_-biased FFA2 agonists on β cell proliferation *in vitro* in the INS1 rat β cell line, we found that 48 hours treatment with the Gα_q/11_-biased agonist 2-butynoic acid (2-BA, previously referred to as SCA15), elicited a significant increase in β cell proliferation as determined by BrdU incorporation (Fig. 3b). Further, another Gα_q/11_-biased agonist, 2-propynoic acid (2-PA, previously referred to as SCA14), elicited a considerable, but non-significant increase in β cell proliferation (Fig. 3b). Conversely, treatment with the Gα_i/o_-biased agonist CPTB inhibited β cell proliferation, consistent with a model of Gα_q/11_-mediated potentiation of β cell proliferation and Gα_i/o_-mediated inhibition of β cell proliferation *via* FFA2.

To test these observations in a more physiologically relevant model, we conducted an initial screening of the Gα_q/11_-biased compounds in isolated, intact WT islets, and proliferation was assessed by BrdU incorporation. Here we found that treatment with 5 mM 2-BA and 0.5 mM cyclopent-1-enecarboxylic acid (CPCA) resulted in a substantial increase in β cell proliferation relative to untreated islets (Fig. 3c), while 2-PA, which promoted proliferation in INS1 β cells, had no effect in mouse islets (data not shown). Thus, we next tested CPCA, which elicited the largest increase in proliferation in our initial islet studies, in WT and *Ffar2*^−/−^ islets, and observed a 49% increase in proliferation in WT, but not *Ffar2*^−/−^ islets, demonstrating that this effect is in fact FFA2-dependent (Fig. 3d). We further explored the signaling pathways activated by CPCA using *in vitro* calcium mobilization and cAMP accumulation assays, which are indicators of Gα_q/11_ and Gα_i/o_ signaling pathways, respectively. Here, CPCA demonstrated relatively potent calcium mobilization in the BTC3 β cell line, but less potency in the cAMP assay, consistent with Gα_q/11_-biased signaling (Table 1). These data are compared to acetate, which does not affect β cell proliferation, and demonstrates higher potency for cAMP inhibition and less potent calcium mobilization. Taken together, these data suggest that Gα_q/11_-biased stimulation of FFA2 by CPCA can promote β cell proliferation.

## Discussion

Growing evidence that the loss of functional β cell mass is a primary mechanism of T2D pathogenesis suggests that the identification of novel targets that promote β cell growth, proliferation, and survival may be especially desirable targets for early disease intervention. Thus, here we assessed the role of FFA2 in regulating β cell mass. We observed impaired β cell mass at birth, and throughout adulthood in *Ffar2*^−/−^ mice. *In vitro* assays of β cell proliferation in WT and *Ffar2*^−/−^ islets did not reveal any intrinsic differences in proliferation at baseline in *Ffar2*^−/−^ β cells, nor in their response to the GLP1 receptor agonist Exendin 4, but our data did suggest that *Ffar2*^−/−^ islets may be compromised in their ability to respond to prolactin. This raises the possibility that *Ffar2*^−/−^ mice may experience a developmental impairment arising from decreased sensitivity to developmental signaling factors. Interestingly, we have previously reported impaired β cell mass expansion and glucose tolerance in *Ffar2*^−/−^ female mice during pregnancy. As prolactin is a major driver of β cell mass expansion during pregnancy^39^,^40^, these data further point to the relationship between PRLR and FFA2 signaling as an important future avenue of inquiry.

Surprisingly, at 21 days of age, *Ffar2*^−/−^ mice exhibit increased β cell proliferation, which appears to be secondary to a large increase in β cell death, which is detectable until at least 10 weeks of age. These observations suggest that FFA2 also contributes to supporting β cell survival during adolescence and early adulthood. It is noteworthy that despite our observations of diminished β cell mass in *Ffar2*^−/−^ mice, we have previously reported that these mice do not exhibit any overt metabolic phenotype *in vivo*^28^. However, we have observed that isolated *Ffar2*^−/−^ islets secrete significantly less insulin than WT islets in response to stimuli such as high glucose and the GLP-1 receptor agonist, Exendin-4^28^. Taken together, these data suggest that in our mouse model, sufficient compensation occurs to maintain overall glucose homeostasis in *Ffar2*^−/−^ mice, despite impaired GSIS *in vitro* and diminished β cell mass.

Notably, two other groups have recently published their findings regarding the effect of *Ffar2* deletion on β cell function^29^,^30^. While Tang *et al.*^30^ reported no morphological differences in the islets of their WT and *Ffar2*^−/−^ mice, it is significant that they did not conduct *de facto* β cell mass or area analysis. More significantly, McNelis *et al.*^29^, did not identify any impairments in β cell area from *Ffar2*^−/−^ mice under normal diet conditions, although they did observe impaired adaptive β cell mass expansion in *Ffar2*^−/−^ mice on HFD, along with impaired glucose tolerance. In their mouse model, these impairments stemmed from a failure of *Ffar2*^−/−^ β cells to proliferate. In our studies, we observed a notable, but not significant defect in β cell proliferation following 1 week HFD or 20 weeks of HFD in *Ffar2*^−/−^ mice (Supplementary Fig. 1). However, our analyses were conducted very early and very late in insulin resistance (1 week and 20 weeks, respectively), and may have missed the window of maximal compensatory β cell proliferation. Moreover, it has been noted that the phenotype elicited by HFD can vary greatly, depending on factors such as the genetic background, the diet’s micro- and macronutrient composition, and the timing of high fat-feeding^41^.

Because expansion of β cell mass is a critical component of islet adaptation to insulin resistance and the maintenance of glucose homeostasis, methods to promote β cell growth and proliferation offer invaluable therapeutic tools for T2D. As we previously reported, some FFA2 agonists demonstrate signaling bias, preferentially signaling through Gα_i/o_ or Gα_q/11_, which results in differential effects on GSIS^28^. Likewise, our data here suggest that these differential effects may extend to the regulation of β cell proliferation. Encouragingly, our studies suggest that FFA2 may be a novel target to promote β cell proliferation and survival. As the *in vivo* metabolism and toxicity of these FFA2 agonists is unknown, the compounds are currently unsuitable for additional experimentation, thus, additional work is underway to develop new Gα_q/11_-biased FFA2 agonists that are more suitable for *in vivo* use. However, *in vitro* and *ex vivo* testing of these agonists have demonstrated the potential of Gα_q/11_-biased FFA2 to substantially increase β cell proliferation in intact islets. These studies are in agreement with the recent report by McNelis *et al.*, who observed a statistically significant increase in β cell proliferation following treatment with the phenylacetamide agonist PA1, which they reported to be primarily Gα_q/11_-mediated. Taken together, these two independent studies point to FFA2 as a potential target to promote β cell proliferation.

It is especially noteworthy that we have previously observed PA1 (referred to herein as CPTB), to be primarily Gα_i/o_-biased, while the publication by McNelis *et al.*, suggests a Gα_q/11_-biased signaling mechanism. Accordingly, while McNelis *et al.* report PA1-mediated increases in β cell proliferation and insulin secretion, we have observed PA1-mediated inhibition of β cell proliferation and insulin secretion. As discussed in recent studies of FFA2^28^,^29^,^30^,^42^,^43^, these discrepancies may result from the use of different mouse models made by different methods and on different backgrounds. Other factors may contribute to the widely varying phenotypes observed across multiple studies. Specifically, GPCR coupling can be regulated by numerous factors, for example by dimerization with other receptors^44^ or interaction with modifying proteins^45^, both of which may be modulated by the physiologic state of the host. Given the apparent complexity of FFA2 signaling and the *Ffar2*^−/−^ phenotype, it is critical that we develop a deeper understanding of how FFA2 signaling and coupling is regulated. Considering FFA2’s role as a nutrient sensor, future studies aimed at understanding what factors underlie the regulation of FFA2 coupling and signaling in different physiologic and biochemical states will be of particular importance in helping to guide the development of FFA2 into a viable therapeutic target for T2D.

## Methods

### Animals

Heterozygous *Ffar2* knockout mice (*Ffar2*^+/−^) on a C57BL/6J background were crossed to produce *Ffar2* wild-type (WT) and *Ffar2* knockout (*Ffar2*^−/−^) mice. Genotypes were determined as previously described^42^. Mice were housed in a temperature-controlled facility with 12-hour light-dark cycle, and given *ad libitum* access to water and normal (LM-485, Harlan Laboratories, Indianapolis, IN) or high fat chow (TD.06414, Harlan Laboratories, started at 6 or 10 weeks of age). All experiments described in this report were carried out in accordance with protocols approved by the Institutional Animal Care and Use Committee at Northwestern University.

### Tissue processing, immunolabeling, and morphometric analysis

Mouse pancreata were immediately removed from euthanized mice, weighed, and fixed in 4% paraformaldehyde in 1X PBS for 1 hour and kept in 30% sucrose in PBS overnight. The next day, pancreata were cryopreserved by embedding in optimal-cutting-temperature compound and stored at −80 °C until further processing. Pancreata were sectioned at 7 μm using a microtome-cryostat. For morphometric analysis, three to four non-overlapping sections from each pancreas (spanning the width of the pancreas) were used for each analysis. All analyses were conducted on at least 3 animals per age, genotype, and treatment condition.

For determination of β cell mass, sections were immunolabeled with guinea pig anti-insulin and rabbit anti-glucagon primary antibodies and imaged by epifluorescence at 4X and 40X magnification. The total pancreatic area and insulin positive area of each section was measured using ImageJ software (http://imagej.nih.gov/ij/). β cell mass was estimated as the product of the relative β cell area and the wet weight of the pancreas.

β cell proliferation was examined by immunolabeling with guinea pig anti-insulin and rabbit anti-Ki67 primary antibodies. Islets were imaged at 40X, and the number of insulin-positive and insulin- and Ki67-positive cells counted, and proliferation was calculated as the percentage of Ki67-positive β cells.

β cell apoptosis was examined by immunolabeling with guinea pig anti-insulin and rabbit anti-cleaved caspase 3 primary antibodies. Islets were imaged at 40X, and the number of insulin-positive cells counted. Cleaved caspase 3-positive cells were counted as apoptotic islet cells if they co-localized with insulin, or were located within the insulin-positive islet area.

The following primary antibodies were used, all diluted in antibody diluent buffer (Dako, Carpinteria, CA): guinea pig anti-insulin (1:200; Abcam, Cambridge, MA), rabbit anti-glucagon (1:200; Cell Signaling, Danvers, MA), rabbit anti-Ki67 (1:100; Cell Signaling), rabbit anti-cleaved caspase 3 (1:2000, Abcam, Cambridge, MA). Goat-derived secondary antibodies conjugated to Fluorescein or Texas Red were used at 1:200 dilution (Vector Laboratories, Burlingame, CA). All slides were mounted with Vectashield with DAPI (Vector Laboratories).

### Islet isolation and culture

Islets were isolated by collagenase digestion as previously described^28^. Following isolation, islets were handpicked under a dissection microscope and left to recover overnight at 37 °C in RPMI 1640 supplemented with 10% FBS, 1% L-glutamine and 1% penicillin/streptomycin.

### *In vitro* β cell proliferation assay

INS1 cells were cultured and maintained as previously described^46^. Cells were seeded at a density of 10^6^ in a 60 mm dish and incubated overnight at 37 °C. The following day, cells were either maintained in culture media (control) or treated with the indicated agonist for 48 hours prior to analysis by flow cytometry. After the first 24 hour treatment period, BrdU was added to culture media at a concentration of 0.1 mg/ml. Following 48 hours of agonist treatment, cells were fixed, permeabilized, and labeled with anti-BrdU antibody using a FITC BrdU Flow Kit purchased from BD Pharmingen (San Jose, CA), according to the manufacturer’s protocol. Cells were counted by flow cytometry, with a minimum of 30,000 events counted at a rate of no more than 400 events per second. Dead and apoptotic cells were excluded from counts by Annexin V and propidium iodide staining.

### *Ex vivo* β cell proliferation assay

β cell proliferation was assessed by two separate methods. First, a blinded, small-scale *ex vivo* assay was performed on intact islets isolated from WT mice as previously described^47^. Compounds were initially screened at multiple concentrations (0.1–5 mM) to assess dose-response. Subsequent experiments were carried out with acetate, 2-BA, and CPCA at the indicated concentrations, as determined by dose response curve. Placental lactogen (PL) at 0.5 ug/ml served as a positive control for β cell proliferation^38^. β cell proliferation was visualized by insulin and Ki67 immunolabeling in mildly dissociated islets. Slides were scanned using an Aperio ScanScope FL scanner and images processed as previously described^48^.

Second, proliferation was assessed by 5-bromo-2-deoxyuridine (BrdU) incorporation as previously described with slight modifications^49^. WT and *Ffar2*^−/−^ islets were cultured for 4 days with media supplemented with or without prolactin (500 ng/mL); Exendin-4 (100 nM) or acetate (1 mM). The media was changed every second day. 500 ng/mL BrdU (Sigma) was added to the culture media during the last 24 hours. Islets were dispersed with 0.05% trypsin and fixed on poly-L-lysine coated coverslips with 4% paraformaldehyde. Epitopes were retrieved by treatment with 1N hydrochloric acid for 25 minutes at 37 °C. Immunostaining of BrdU and insulin was performed on processed islets, and β-cell proliferation rate was determined by quantifying percentage of BrdU-positive insulin-positive cells. Following antibodies were used: primary-rat anti-BrdU (1:100, Abcam), guinea pig anti-insulin (1:100, Abcam); secondary-FITC goat anti-guinea pig IgG (1:200) (Vector Laboratories), AlexaFluor-594 goat anti-rat IgG (1:200, Life Technologies, Madison, WI).

### Differential methylation analysis

Differentially methylated insulin DNA was measured by multiplex PCR analysis using terminal serum collected from 4–5 animals per age and genotype as previously described^34^. Unmethylation index is the ratio of unmethylated preproinsulin DNA to methylated preproinsulin DNA in serum.

### Assessment of Ca^2+^ mobilization and cAMP accumulation by FFA2

Calcium mobilization was assessed in the βTC3 mouse β cell line, a cell line that does not express FFA3, a related receptor^28^. Cells were seeded overnight and serum starved in a 96-well black wall/clear bottom plate. On the day of the experiment, cells were loaded with 5 μM Fluo-8 (AAT Bioquest, Sunnyvale, CA) and incubated at 37 °C for 60 minutes. Compounds were next titrated at multiple concentrations and fluorescence was measured using a fluorometric imaging plate reader (FLIPR). For cAMP assays, CHO-K1 cells were transfected with an expression vector containing full-length human FFA2 cDNA (GenBank Accession Number NM_005306) with FLAG tag sequence at N-terminus, and assays performed as previously described^50^. This assay was performed at Multispan, Inc. In each experiment, each compound was tested in quadruplicate at multiple concentrations. The pE_max_ and pEC_50_ were obtained for each compound based on concentration-response curves generated using GraphPad Prism.

### RNA-seq and data analysis

Total cellular RNA was extracted from isolated islets (pooled from 2 mice) using an RNeasy Mini kit (QIAGEN, Venlo, Linburg). Experiments were run in triplicate for each genotype. RNA seq and data analyses were carried out by the Next Generation Sequencing Core, Center for Genetic Medicine, Northwestern University. Briefly, alignment and expression analysis were performed using TopHat (v2.0.8b) and Cufflinks (v2.1.1). Differential expression was determined by cuffdiff using an FDR cutoff value of 0.05. The results of the differential expression analysis were processed with the R package, cummerbund (http://compbio.mit.edu/cummeRbund/) to obtain up-and down-regulated genes.

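Of 14082 genes tested between islets labelled Ffar2−/− and WT islets, 0 passed an adjusted p of 0.05 in edgeR and 0 in limma-voom, while DESeq2 called 8 (2 higher, 6 lower). At an unadjusted p under 0.05, 661 genes were counted in edgeR (363 higher, 298 lower), and 629 in limma-voom and 692 in DESeq2. Chance alone gives 704.1 on average, but the number varies widely where genes move together. Over genes with a known position other than Ffar2, the real split of the 6 libraries gave 659 in edgeR and other splits 80 to 1867. Genes at an unadjusted p under 0.05 numbered 225 to 1238 with a library left out. Under settings chosen after seeing the data, they numbered 2709 (19.2%) with an exocrine score as a covariate and 2080 (14.8%) in limma-voom with sample weights. In the first edgeR fit, the lowest p was that of Atp4a, which encodes a subunit of the gastric proton pump, at 15.3 ± 1.89 CPM in WT and 4.08 ± 0.295 in islets labelled Ffar2−/− (SD, n = 3 each). Its log2 fold change was −1.91 (standard error 0.16, adjusted p = 0.0741 from edgeR), and DESeq2 called it lower (adjusted p = 8.86e-16; 8.86e-16 to 0.994 over the alternatives). Ffar3, which encodes another receptor for short chain fatty acids, had a log2 fold change of −1.11 (standard error 0.17, adjusted p = 0.852 from edgeR and 0.00279 from DESeq2, with 0.00279 to 1.00 over the alternatives). Ffar1, the receptor for long chain fatty acids, had one of −0.73 (standard error 0.24, adjusted p = 0.852 from edgeR). Over the 7 genes tested of a list of fatty acid receptors, 0 passed over all genes tested, while Ffar2 was higher and Ffar1 and Ffar3 were lower when adjusted over the list alone. Among the other DESeq2 calls were Mnx1 (higher) and Ech1, Alkbh6, Mrps12 and 2200002J24Rik (lower), and 7 of the 8, all but Mnx1, lie within 10 Mb of Ffar2.
Atp4a, Ffar2, Ffar3 and Ffar1 lie close together on chromosome 7 of mm10, with other genes between Atp4a and Ffar2, and with Atp4a from 30712232 to 30725534, Ffar3 from 30854330 to 30856178 and Ffar1 from 30860568 to 30861470. Within 10 Mb on either side of Ffar2, a window fixed before the data were examined, 41 of 212 tested genes (19.3%) had an unadjusted p under 0.05, against 4.46% of 13858 genes elsewhere (odds ratio 5.14, 95% interval 3.53 to 7.34, 2-sided Fisher's exact test over genes, p = 5.61e-15). Under other settings, for which this ratio was computed only after seeing the data, it ran from 1.88 with an exocrine score as a covariate to 7.97 without WT replicate 2, with 2.49 without replicate 3 labelled Ffar2−/−. Genes are not independent replicates, and with 0 genes past the adjusted p the comparison could be made only at the unadjusted p. Of the 41 genes, 21 were lower and 20 higher in islets labelled Ffar2−/−. Within 1 Mb of Ffar2, 22 of 61 genes had such a p, and from 1 to 10 Mb, 19 of 151 (12.6%). In the authors' deposited table, 18 of 204 genes in the window were called, against 1.51% elsewhere.

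**Figure D2:**
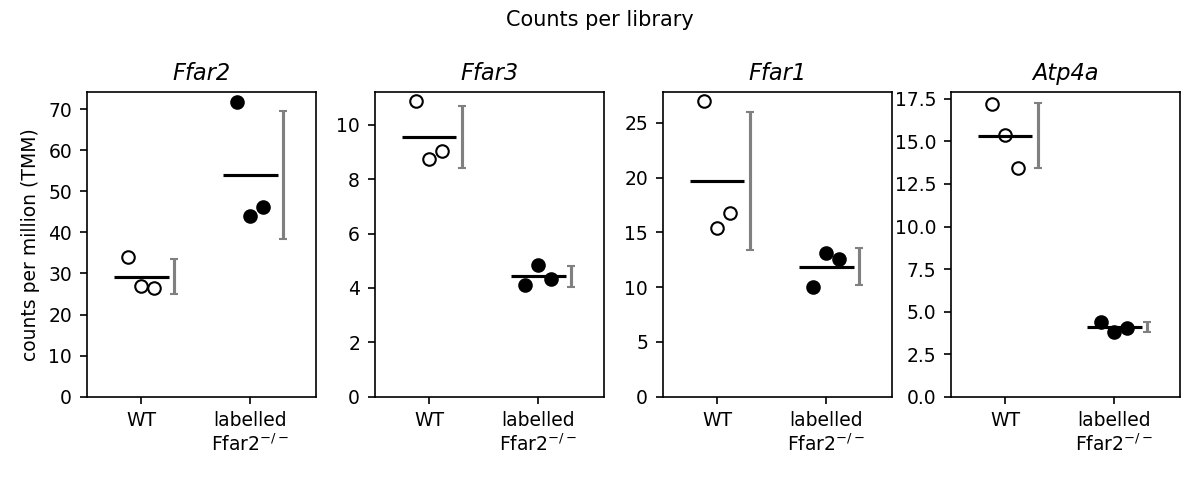
CPM (TMM) of Ffar2, Ffar3, Ffar1 and Atp4a in each library, WT (open circles) and labelled Ffar2−/− (filled circles), with the mean as a horizontal line and the SD as a grey bar (n = 3). Atp4a lies between 13.4 and 17.2 in WT and between 3.81 and 4.39 in the libraries labelled Ffar2−/−.

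**Figure D3:**
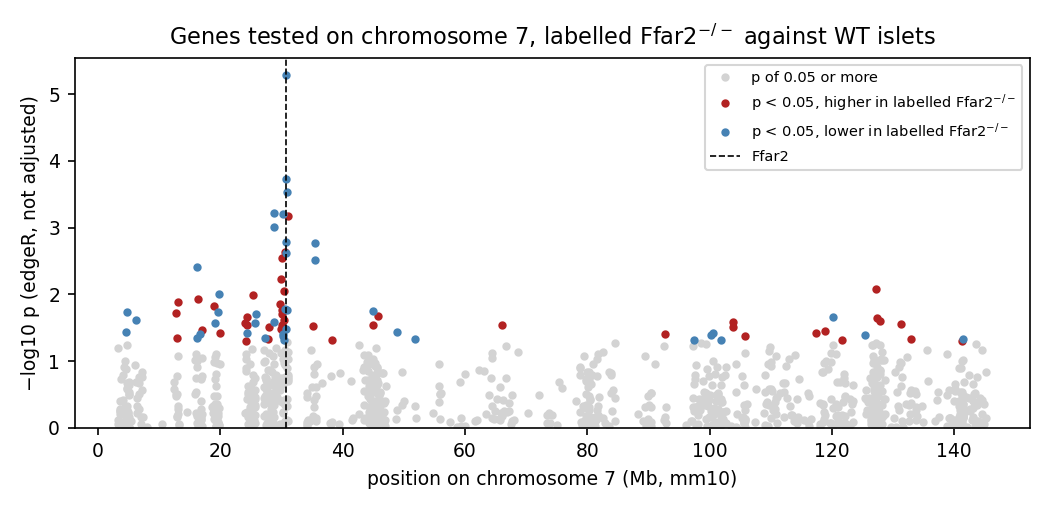
−log10 of the unadjusted p from edgeR for each gene tested on chromosome 7 other than Ffar2, against its position in Mb (mm10), with genes of p under 0.05 colored by direction and the position of Ffar2 as a dashed line. Genes of low p gather around Ffar2, where 41 of the 212 within 10 Mb have a p under 0.05.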

## Additional Information

**How to cite this article**: Villa, S. R. *et al.* Loss of Free Fatty Acid Receptor 2 leads to impaired islet mass and beta cell survival. *Sci. Rep.* **6**, 28159; doi: 10.1038/srep28159 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
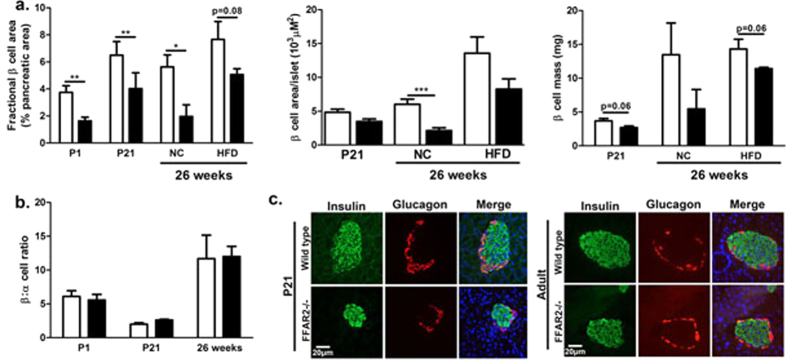
Genetic deletion of *Ffar2* impairs postnatal β cell mass. (**a**) β cell area, average β cell area per islet, and β cell mass of WT and *Ffar2*^−/−^ mice. Adult mice were fed either normal chow (NC) or high fat diet (HFD) as indicated; β cell area is expressed as percent insulin positive area relative to total pancreatic area. (**b**) β to α cell ratio at each indicated time point. (**c**) Representative images of WT and *Ffar2*^−/−^ islets at P21 and 26 weeks. Scale bar = 20 μm. Green: insulin, red: glucagon. For all experiments, n ≥ 3; white bars = WT, black bars = *Ffar2*^−/−^. *p < 0.05, **p < 0.01 and ***p < 0.001.

**Figure 2:**
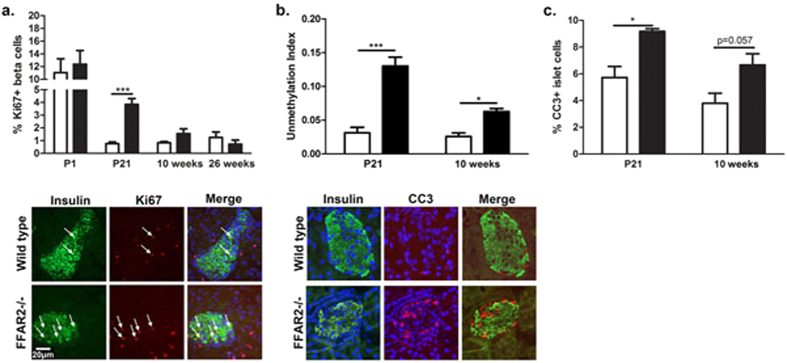
*Ffar2*^−/−^ islets do not demonstrate impaired proliferation, but have increased β cell death. (**a**) β cell proliferation in WT and *Ffar2*^−/−^ mice as determined by Ki67 co-localization with insulin-positive cells at P1, P21, 10 weeks, and 26 weeks. Bottom: Representative images at P21 shown, scale bar = 20 μm. Green: insulin, red: Ki67. (**b**) Preproinsulin unmethylation index for WT and *Ffar2*^−/−^ mice at indicated time points. (**c**) β cell apoptosis in WT and *Ffar2*^−/−^ mice as determined by cleaved caspase 3 (CC3) staining at P21 and 10 weeks. Bottom: Representative images at P21 shown. For all experiments, n ≥ 3; white bars = WT, black bars = *Ffar2*^−/−^. *p < 0.05, **p < 0.01 and ***p < 0.001.

**Figure 3:**
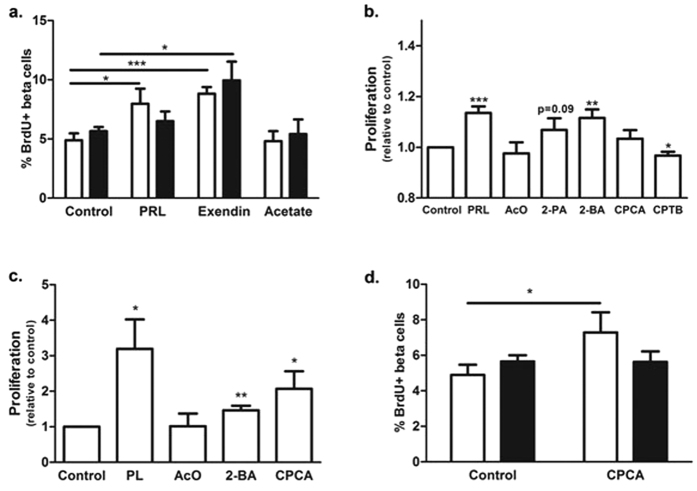
Biased agonism of FFA2 promotes β cell proliferation. (**a**) β cell proliferation in intact islets from WT and *Ffar2*^−/−^ mice following treatment with prolactin (PRL, 0.5 μg/ml), Exendin-4 (100 nM), and acetate (1 mM). (**b**) β cell proliferation in INS1 cells following treatment with prolactin (PRL, 0.5 μg/ml), acetate (AcO, 1 mM), 2-propynoic acid (2-PA, 0.5 mM), 2-butynoic acid (2-BA, 5 mM), cyclopent-1-enecarboxylic acid (CPCA, 0.5 mM), or CPTB (5 μM), as determined by flow cytometry. (**c**) β cell proliferation in intact WT islets following treatment with placental lactogen (PL, 0.5 μg/ml), acetate (AcO, 1 mM), 2-butynoic acid (2-BA, 5 mM), or cyclopent-1-enecarboxylic acid (CPCA, 0.5 mM). (**d**) β cell proliferation in intact islets from WT and *Ffar2*^−/−^ mice following treatment with CPCA (0.5 mM). For all experiments, n = 3. *p < 0.05, **p < 0.01 and ***p < 0.001. For **a** and **d**, white bars represent WT, black barsrepresent *Ffar2^−/−^.*

**Table 1:** Signaling properties of the FFA2 agonist CPCA.

	CPCA	Acetate
Calcium EC_50_	7.8 ± 0.4	2.3 ± 0.2
	(n = 3)	(n = 13)
cAMP EC_50_	2.7 ± 0.4	4.4 ± 0.2
	(n = 4)	(n = 6)

pEC_50_ of CPCA in calcium mobilization and cAMP accumulation assays is shown. Acetate values shown for comparison. Values are mean ± SEM.

# Supplementary material for: Loss of Free Fatty Acid Receptor 2 leads to impaired islet mass and beta cell survival
**Source:** Sci Rep. 2016 Jun 21;6:28159. doi: 10.1038/srep28159
**Supplement:** Supplementary Information

**Supplement to:**

**Loss of Free Fatty Acid Receptor 2 leads to impaired islet mass and beta cell survival**

Stephanie R. Villa1, Medha Priyadarshini1, Miles H. Fuller1, Tanya Bhardwaj1, Michael R. Brodsky1, Anthony R. Angueira1, Rockann E. Mosser2, Bethany A. Carboneau3, Sarah A. Tersey4, Helena Mancebo5, Annette Gilchrist6, Raghavendra G. Mirmira4,7,8, Maureen Gannon2,3,9, and Brian T. Layden1,10

5Multispan, Hayward, CA, U.S.A.

**Supplementary Figure 1.** β cell proliferation in WT and *Ffar2-/-* mice as determined by Ki67 co-localization with insulin-positive cells. Analysis conducted at 10 weeks of age following 1 week on HFD, or at 26 weeks of age following 20 weeks on HFD.

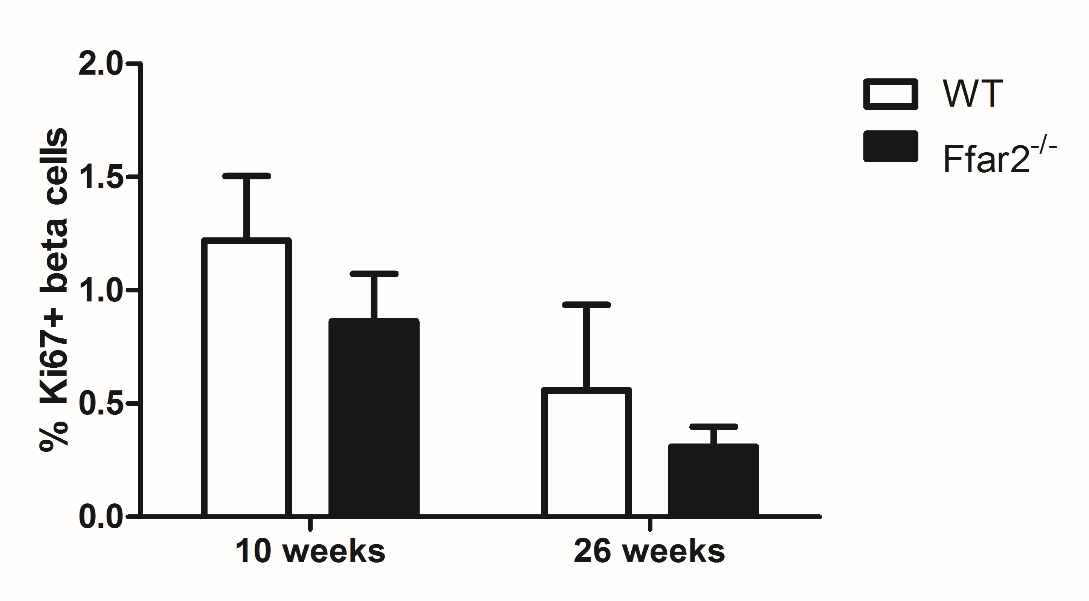

**Supplementary Table 1.** Expression of key genes in the PRLR signaling pathway in FFAR2 WT and KO islets. Islet gene expression was analyzed by RNAseq using RNA extracted from male FFAR2 WT and KO islets (n = 3 per genotype, 13 – 15 weeks old).

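In the authors' deposited table, made with cuffdiff from the same 6 libraries, the 12 genes have the log2 fold changes, test statistics and FDR values of Supplementary Table 1, all 12 within a tolerance of 0.001. The values in that table are pooled per genotype, with Prlr at 28.4 RPKM in WT and 26.0 in islets labelled Ffar2−/−, and E2f3, the lowest of the 12, at 0.787 and 0.741. The lowest FDR of the 12 in the authors' deposited table is 0.568, for Stat5a. Ffar2 stands there at 10.9 RPKM in WT and 23.5 in islets labelled Ffar2−/− (the authors' log2 fold change 1.11, FDR 0.00514), Ffar3 at 5.09 and 2.40 (FDR 0.0225), and Ffar1 at 22.6 and 13.7 (FDR 0.0338), each called by the authors. Refitted here with edgeR, all 12 genes had the direction of the paper's value, and the log2 fold changes differed from the paper's by at most 0.0625.
Over 13098 genes compared, the log2 fold changes of the authors' deposited table and of edgeR had a Pearson correlation of 0.994 and a Spearman correlation of 0.985, across genes, which are not independent replicates. The authors' deposited table calls 217 genes, 173 higher and 44 lower. Of the 214 that could be compared, all 214 had the same sign in edgeR, 66 an unadjusted p under 0.05 there, and 0 an adjusted p under 0.05 (7 of the 8 genes that DESeq2 called are among the authors' calls).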

| **Gene Name** | **RefSeq ID** | **Log2 Fold Change** | **Test Statistic** | **FDR-adjusted p-value** |
| --- | --- | --- | --- | --- |
| **Prlr** | [**NM_001253782**](http://www.ncbi.nlm.nih.gov/nuccore/NM_001253782) | **-0.125** | **-0.314** | **0.999** |
| **Jak2** | [**NM_001048177**](http://www.ncbi.nlm.nih.gov/nuccore/NM_001048177) | **0.252** | **0.784** | **0.999** |
| **Stat5a** | [**NM_001164062**](http://www.ncbi.nlm.nih.gov/nuccore/NM_001164062) | **0.430** | **1.264** | **0.568** |
| **Stat5b** | [**NM_001113563**](http://www.ncbi.nlm.nih.gov/nuccore/NM_001113563) | **0.318** | **1.068** | **0.767** |
| **Ccnd1** | [**NR_039539**](http://www.ncbi.nlm.nih.gov/nuccore/NR_039539) | **-0.151** | **-0.454** | **0.999** |
| **E2f1** | [**NM_007891**](http://www.ncbi.nlm.nih.gov/nuccore/NM_007891) | **-0.161** | **-0.471** | **0.999** |
| **E2f2** | [**NM_177733**](http://www.ncbi.nlm.nih.gov/nuccore/NM_177733) | **-0.405** | **-0.862** | **0.999** |
| **E2f3** | [**NM_010093**](http://www.ncbi.nlm.nih.gov/nuccore/NM_010093) | **-0.086** | **-0.175** | **0.999** |
| **E2f4** | [**NM_148952**](http://www.ncbi.nlm.nih.gov/nuccore/NM_148952) | **0.149** | **0.543** | **0.999** |
| **E2f5** | [**NM_007892**](http://www.ncbi.nlm.nih.gov/nuccore/NM_007892) | **0.062** | **0.156** | **0.999** |
| **E2f6** | [**NM_033270**](http://www.ncbi.nlm.nih.gov/nuccore/NM_033270) | **0.081** | **0.254** | **0.999** |
| **Rb1** | [**NM_009029**](http://www.ncbi.nlm.nih.gov/nuccore/NM_009029) | **-0.125** | **-0.360** | **0.999** |

How the deposited data were processed for this re-analysis (not part of the article)

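Islet RNA of male mice was analysed in 6 libraries, 3 WT and 3 labelled Ffar2−/−, with islets of 2 mice pooled for RNA extraction. The genotypes come from the sample labels and the paper, and all 6 libraries were used. The authors aligned the reads with TopHat (v2.0.8b) and ran Cufflinks and cuffdiff (v2.1.1) on mm10, as their methods and the submitters' processing notes state. How the authors counted reads per gene, whether strand was used and how reads with several matches were treated are not given in the sources used here, so overlapping and antisense genes and close paralogs, such as Try4 and Try5, could share reads.

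The authors deposited estimated counts per gene and library, not normalized, of which 478 single-valued genes held a value that was not whole and 9 a value more than 0.1 from a whole number. In their comparison, the authors give RPKM values pooled per genotype, a log2 fold change, a test statistic (a score with no fixed range), a p-value and its FDR adjustment, with calls at an FDR of 0.05. Their table has 23178 entries, of which 13258 were tested. The count table lists 22923 genes. A total of 158 names with several values, between 0.103% and 0.169% of a library's counts, and 15 genes that the authors' caller skipped for too much data were left out, since the skipped genes are listed at 0 in whole groups. The skipped genes held 2.27% to 8.21% of the deposited counts in WT and 1.08% to 1.81% in the libraries labelled Ffar2−/−. These shares are of different genes. In WT they are of acinar genes (amylase genes, Cela1, Cela2a, Ctrb1 and Pnlip) and Casp9, listed at 0 in the libraries labelled Ffar2−/−. In the latter they are of Chga alone, listed at 0 in WT. Ins1, Ins2, Gcg and Iapp are listed at 0 in all libraries. None of the skipped genes is analysed here. The rest, 22750 genes, entered the filter, and no count belonged to a blank or unassigned entry.

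Counts were rounded to whole numbers, filtered with filterByExpr at its defaults (minimum count 10, minimum total 15), which kept 14082 genes, normalized by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, genotype only, 2-sided) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM on a log scale use a prior count of 2. The biological coefficient of variation was 21.5%. Gene lists, 33 in number, were fixed before the data were examined, from general knowledge and the paper, and cover islet cell types, other cells of the pancreas and pathways of the beta cell. The 30 with at least 3 genes tested were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with an estimated correlation and with fry. The share of genes with a low p within 10 Mb of Ffar2 was compared with the rest by Fisher's exact test, with coordinates from the authors' deposited table. Genes near Ffar2 are given as the authors list them, and coding exons are from GENCODE M21, which uses the same assembly.

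Genes named are those of Supplementary Table 1, Ffar2 and the lists of fatty acid receptors and sex-linked genes, genes of proteins the paper names, the genes past the threshold with the largest changes (or, as none passed, the 3 of lowest p in each direction whose groups do not overlap) and up to 2 members of lowest p of each list in which none passed. The values of Supplementary Table 1 had been seen when the rule was written. Other genes, such as those called by DESeq2, were named after their values were seen. Some genes that the rule picks are not reported here; the fits and the numbers of genes tested and called include them, and the numbers over named genes do not.

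Alternatives fixed before the data were examined were RLE, upper-quartile and total-count scaling, no filter, a filter of 10 counts in every library, DESeq2 1.42.0, limma-voom, robust fitting, the replicate number as a block, each library left out in turn, an adjusted p of 0.1, the authors' p-values, other set tests and windows of 5 and 20 Mb. Chosen after seeing the data were loci of a name summed, the skipped genes kept as listed, an exocrine score as a covariate and limma-voom with sample weights. The fit and camera were tested on simulated data, in which 5.67% of calls were unchanged genes and a list moved 1.5-fold was found in 5 of 5 runs, with 0 other lists called. Genes were drawn independently of each other there. In the real data, the lists that passed in camera had estimated correlations of 0.28 (myeloid) to 0.98 (acinar). The simulation therefore does not show how often camera calls such correlated lists without cause. No pair of libraries was alike within sampling noise (the lowest chi-square per gene was 27.6, for WT replicates 1 and 2). The 4 Y-linked genes tested, Ddx3y, Kdm5d, Eif2s3y and Uty, did not pass the test, with log2 fold changes from −0.27 to 0.19, and the 2 genes of X inactivation were below the filter.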

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

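All tests in this part were chosen after the result was seen, except the set tests of the gene lists, the window around Ffar2, the other splits of the libraries and the left-out-library test of the labels. Each result here lies in genes the paper does not discuss or in a difference it does not report, between the libraries labelled Ffar2−/− and WT.

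Genes around Ffar2 differed more often than others, with 19.3% of genes within 10 Mb at an unadjusted p under 0.05, and Ffar3 (log2 fold change −1.11) and Ffar1 (−0.73) among them. An action of the targeted allele only on its closest neighbours is argued against by the genes 1 to 10 Mb away, of which 12.6% had such a p. Loss of reads to strain variants alone would turn most genes the same way, for which a limit of 90% was set after the result was seen. Of the 41 genes, 51.2% went the more frequent way (95% exact binomial interval 35.1% to 67.1%). Zinc finger genes, mostly higher elsewhere too (250 of 309), weigh on this share. Without them, 21 of 28 genes (75.0%, interval 55.1% to 89.3%) were lower. Some of the 41 would also reach such a p at the rate seen elsewhere, so the directions do not decide on this loss. DNA of the embryonic stem cell strain kept around the targeted gene is a candidate explanation, as the odds ratio from 1 to 10 Mb was 3.08 (2-sided Fisher's exact test over genes, p = 5.49e-05), or 2.26 without zinc finger genes, while the paper gives a C57BL/6J background and its text does not name the strain of the cells. With 10 splits of the libraries, 1 of which (the real 1) had an odds ratio as large, no share under 0.1 can be reached, the real value being 5.14 and the highest other 1.82. A regulation of these genes by the loss of FFA2 stays open, as untested.

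Ffar2 was higher, not lower, in the libraries labelled Ffar2−/−, with a log2 fold change of 0.89. Myeloid cells express Ffar2. More of those that the myeloid list marks, chiefly by macrophage genes, are argued against by the median log2 fold change of that list, −0.46. Other myeloid cell types had no list of their own and were not tested. A single wrong label would leave the other libraries labelled Ffar2−/− low, if the deletion lowers the count. Ffar2 was at 71.8, 43.9 and 46.1 CPM in these libraries and at 34.1, 27.1 and 26.5 in WT, which argues against a single wrong label as the cause of this direction. Whether a label is wrong at all stays open. In the test set beforehand, a left-out library lay nearer to its own group at as few as 44.4% of the chromosome 7 genes (WT replicate 1, 20 of 45 genes, 95% exact binomial interval 29.6% to 60.0%). A set of 3 further tests, added only after this 1 was undecided, gave mixed results. An exchange of the 2 group labels stays open, since it would turn the sign, though on its own it would not explain the reads of Ffar2 in both groups (29.2 CPM in WT and 54.0 in the libraries labelled Ffar2−/−), and the paper's lack of response to CPCA in Ffar2−/− islets does not settle it for these libraries. Transcription of what remains of the targeted allele may also raise the count and was not tested, since counts are per gene.

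Acinar genes were high in replicates 2 and 3 labelled Ffar2−/−, and the list was higher in camera (adjusted p = 1.40e-04, adjusted p = 0.852 with an estimated correlation), with 25 of 25 genes above 0 and a median log2 fold change of 1.88. A rise in every library labelled Ffar2−/− is argued against by replicate 1, in which the median lay at −1.03 on the log2 scale relative to the WT mean. Acinar tissue left with the islets is a candidate explanation, since the genes moved by nearly the same factor in each library (interquartile range of the log2 ratios at most 0.53 in replicates 2 and 3, medians 1.73 and 3.19). Cpa1, the most abundant of these genes in the libraries labelled Ffar2−/−, was at 4613 ± 2632 CPM in WT and 20000 ± 21850 there (SD, n = 3 each). Without replicate 3 labelled Ffar2−/− the adjusted p of the list was 0.309, and WT libraries ranged from −1.23 to 0.77, so the difference rests on single libraries.

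The myeloid list was lower (camera, adjusted p = 1.40e-04, adjusted p = 0.852 with an estimated correlation), as were the lists of proliferation (adjusted p = 0.0108), of antigen presentation (adjusted p = 0.0130) and of oxidative phosphorylation (adjusted p = 0.0153), each of these also with an adjusted p of 0.852 with an estimated correlation. Each of the last 3 calls is lost when some library is left out, with an adjusted p of 0.859 for proliferation without WT replicate 1, of 0.372 for antigen presentation without WT replicate 2 and of 0.841 for oxidative phosphorylation without replicate 1 labelled Ffar2−/−.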

How the results depend on the processing

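Fits on summed loci, with skipped genes, with the exocrine score and with sample weights were chosen after seeing the data, as were the odds ratios under settings other than the first. The number of genes past an adjusted p of 0.05 was 0 in edgeR and 1 without a low-count filter, 1 at an adjusted p under 0.1, 1 with sample weights (Atp4a each time), 8 in DESeq2, 214 with the authors' p-values over the genes kept, 11 with skipped genes kept as listed, 10 of which are skipped genes listed at 0, and 0 under each other setting, with 225 to 1238 genes at an unadjusted p under 0.05 when a library was left out. With the replicate block the number was 0 (454 at an unadjusted p under 0.05). No pairing by replicate number was seen, since deviations of same-numbered libraries correlated at 0.11, −0.14 and −0.34 and none correlated best with its own number. With 3 libraries per group that differ in acinar content, a pairing is not excluded. Scaling by total count alone moved the median log2 fold change by −0.16. An unadjusted p under 0.05 was reached by 2709 genes (19.2%) with the exocrine score and by 2080 (14.8%) with sample weights. Of the fixed lists, 5 passed in camera, 0 with an estimated correlation, 0 in fry, 9 with the exocrine score and 3 to 9 when a library was left out. The antigen presentation list had an adjusted p of 0.372 without WT replicate 2 and 0.116 without replicate 1 labelled Ffar2−/−, the proliferation list 0.859 without WT replicate 1 and 0.291 without replicate 2 labelled Ffar2−/−, and the oxidative phosphorylation list 0.0880 and 0.201 without WT replicates 1 and 2 and 0.841 without replicate 1 labelled Ffar2−/−. The myeloid list passed under each setting tried with the preset correlation (highest adjusted p 0.00804). The acinar list changed direction in camera with the exocrine score (adjusted p = 0.721), which is made from it, and with skipped genes kept as listed (adjusted p = 0.956), several of which are acinar genes listed at 0 in the libraries labelled Ffar2−/−. The 0 of 12 PRLR pathway genes and 0 of 19 prolactin-responsive genes stayed 0 under each setting. Ffar2 stayed above 0, from 0.62 to 1.02. Near Ffar2, 0% of genes passed the adjusted p in each window in the first edgeR fit and 19.3% the unadjusted p, while 7 of the 8 DESeq2 calls lie within 10 Mb, as does Atp4a; odds ratios at the latter ran from 1.88 with the exocrine score to 7.97 without WT replicate 2, with 2.49 without replicate 3 labelled Ffar2−/−. Log2 fold changes of named genes reported here that changed sign, none past the threshold, were with total count alone −0.043 for E2f4, −0.047 for E2f5, −0.063 for E2f6, −0.19 for Gpr119, −0.018 for Uty, −0.0043 for Glp1r and −0.12 for Chrm3; for Gpr119 −0.15 in limma-voom and −0.075 with the replicate block; with the exocrine score 0.0073 for Rb1, 0.076 for O3far1, −0.47 for Gpr119 and −0.053 for Try5; and with sample weights 0.20 for Prlr, 0.038 for Ppy and 0.27 for Lpl. With a library left out, values ran from −0.36 to 0.13 for Prlr, −0.14 to 0.59 for Jak2, −0.30 to 0.021 for Ccnd1, −0.23 to 0.010 for E2f3, −0.011 to 0.20 for E2f6, −0.18 to 0.0068 for Rb1, −0.21 to 0.055 for O3far1, −0.38 to 0.33 for Gpr119, −0.51 to 0.063 for Niacr1, −0.047 to 0.10 for Chrm3, −0.0022 to 0.42 for Eng, −2.31 to 0.32 for Col3a1 and −0.36 to 0.22 for Lpl. Apart from what the settings' construction shows, the cause was not tested. The rule for naming genes gave 81 genes other than Ffar2, without those not reported here, and not all of them are printed in the text. Of their 1539 values under alternatives, 1496 kept direction and call, 7 passed the threshold in the same direction and 36 changed sign.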

Differences from the paper's values

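The paper's values and those obtained here come from the same 6 libraries, so closeness between them is no independent repeat. None of the paper's 12 log2 fold changes in Supplementary Table 1 differed from the value obtained here by sign or by more than the standard error. Of 180 values of these genes under the alternatives set before the data were examined, 16 did, such as Prlr at 0.13 without WT replicate 1 against the paper's −0.125, and E2f4 at −0.043 with total count alone against the paper's 0.149.

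The paper describes the mice as Ffar2 knockout mice, and the level of Ffar2 was higher in the libraries labelled Ffar2−/− (log2 fold change 0.89, with CPM higher in 3 of 3 libraries than in each WT library), as it is in the authors' deposited table (1.11). The authors' deposited table calls 217 genes at an FDR of 0.05, and edgeR called 0 at an adjusted p of 0.05, with 661 at an unadjusted p under 0.05. DESeq2 called 8, of which 7 are among the authors' calls, Atp4a was called without a low-count filter and at an adjusted p under 0.1, and the authors' own p-values, adjusted over the genes kept here, gave 214. With sample weights, and with skipped genes kept as listed, both chosen after seeing the values, Atp4a was called as well, and 216 of the authors' calls were not.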

Other observations

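The tests of zinc finger genes, of bins and windows along the chromosomes and all but 1 of the tests of a wrong label were chosen after the results were seen. Genes of the mature beta cell and of proliferation, death and stress were measured in the same islets. Of 21 genes of beta cell identity tested, 0 passed in edgeR and 1 had an unadjusted p under 0.05, Pdx1, a transcription factor of the beta cell, with a log2 fold change of 0.45 (standard error 0.14, adjusted p = 0.852 from edgeR). Slc2a2, the glucose transporter of the beta cell, had one of −0.28 (standard error 0.13). Of 31 apoptosis genes, 0 passed and 0 had an unadjusted p under 0.05, and of 31 proliferation genes, 30 had a log2 fold change below 0 and 0 passed, with a median of −0.25 (0.031 without WT replicate 1), Mki67 at −0.44 (standard error 0.31) and Pcna at −0.41 (standard error 0.18). Of 23 genes of the unfolded protein response, 0 passed and 4 had an unadjusted p under 0.05, among them Asns at 0.54 (standard error 0.16) and Ddit3 at −0.80 (standard error 0.25). DESeq2 called no gene of these lists, and adjusted over the list alone only the lists of fatty acid receptors and of neighbours of Ffar2 had members past 0.05.

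All 14 myeloid genes had a log2 fold change below 0, with a median of −0.46 (−0.24 without WT replicate 2), such as Tyrobp at −0.98 (standard error 0.41), which itself lies within 1 Mb of Ffar2, and Laptm5 at −0.67 (standard error 0.28). All 7 genes of antigen presentation were below 0 too, with H2-Eb1 at −0.30 (standard error 0.13), and all 20 genes of oxidative phosphorylation, with a median of −0.09 (0.0058 without replicate 1 labelled Ffar2−/−). Acinar genes took up to 26.6% of the counts in the libraries labelled Ffar2−/−. Genes of the interferon response took 0.0916% of the counts in replicate 1 labelled Ffar2−/− and 0.0128% to 0.0341% in the other libraries, with a median log2 fold change of 0.51 and an adjusted p of 0.199 in camera. Without replicate 1 labelled Ffar2−/− the list was lower (adjusted p = 0.0352, adjusted p = 0.797 with an estimated correlation), and without replicates 2 or 3 labelled Ffar2−/− it was higher (adjusted p = 0.00920 and 0.0117, adjusted p = 0.847 and 0.789 with an estimated correlation). Of the other lists tested in camera, none passed in the first fit, the nearest being that of alpha cells (adjusted p = 0.0521). The alpha cell list passed, as lower, with the replicate block (adjusted p = 0.0373), with 10 counts in every library (0.0417), without WT replicate 1 (0.0254), without replicates 2 or 3 labelled Ffar2−/− (0.0260 and 0.0107) and with the exocrine score (0.00361), but had an adjusted p of 0.888 without replicate 1 labelled Ffar2−/−. With an estimated correlation its adjusted p was at least 0.789 in each of these fits, and no list passed under any setting tested in this way. With the preset correlation, the interferon list passed also with total count alone and the exocrine score (adjusted p = 0.00627 and 0.00139, both higher), and some further lists passed only with a library left out or with the exocrine score.

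A single wrong genotype label was examined with 4 tests, of which 3 were added after the test set beforehand (lowest value 44.4%, in WT replicate 1) had been seen and was undecided. When the label of 1 library at a time was changed, the odds ratio near Ffar2, 5.14 with the labels as given, was 2.30 for WT replicate 1 and 1.71, 2.15 and 1.59 for replicates 1 to 3 labelled Ffar2−/−, but was higher, at 6.36 and 7.21, for WT replicates 2 and 3, on 10 and 16 genes, while genes of the window at an unadjusted p under 0.001 numbered 7 with the labels as given and at most 1 otherwise. At the 10 genes of lowest p near Ffar2, each left-out library lay nearer to its own group at 7 to 9 of 10. Within 10 Mb of Ffar2, 22.6% of genes had labelled groups that did not overlap, against 11.0% elsewhere (chance gives 10%; odds ratio 2.36, 95% interval 1.67 to 3.29). The added tests were picked after the first and do not all point the same way, so no verdict is drawn from them.

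The number of genes past an adjusted p of 0.05 in edgeR was 0 for the real groups and at most 4 for another split of the libraries. As the real number is 0, 10 of 10 splits are as large by construction, so this comparison decides nothing. With 10 splits the share also cannot fall under 0.1. The excess near Ffar2 was followed in bins of 5 Mb, a step chosen after seeing the data, and 54 of 307 genes (17.6%) between 10 and 40 Mb of chromosome 7 had an unadjusted p under 0.05. Among 220 windows of 20 Mb elsewhere with at least 50 genes tested, the highest share was 10.1% (chromosome 17, from 60 to 80 Mb). Zinc finger genes, noticed only in the values, were mostly higher, with 32 of 36 near Ffar2 and 250 of 309 elsewhere above 0, and 13 and 25 of them with an unadjusted p under 0.05.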
